A study of Homo sapiens with 20 samples. Its data were reported in "DNA Methyltransferase Inhibition Prevents Platinum-Induced Ovarian Cancer Stem Cell Enrichment" (2026).

How the data were processed

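CUT&RUN of STAT3, p65 and IgG was analysed in OVCAR3 cells from the peak lists that the authors deposited. The authors aligned reads to hg38 with Bowtie2, called peaks with MACS against IgG libraries, and kept peaks that were reproducible between the 2 replicates of a group by the irreproducible discovery rate (IDR), at a threshold of 0.05 for STAT3 and 0.01 for p65. They then removed blacklisted regions. Each of the 8 deposited lists has 20 columns and no header. It holds the peaks of the pooled replicates with the matched peak of each replicate. The score in the deposited lists is the IDR score. The fold enrichment over IgG is a ratio that the authors took from MACS. The pooled −log10 p, the −log10 of the IDR and the −log10 p of each replicate are also the authors' values. These values were used only to describe, rank or filter peaks within a list, and to recover the background level of each list, as described below. Lists were assigned to groups from the antibody and treatment they name. An IgG list was not used here.

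The peak coordinates matched the contigs of hg38, with 0 contigs unmatched and 0 peaks past a contig end. Genes came from GENCODE release 44. Peaks were assigned, in this order, to promoter (within 3 kb of a start site of any transcript), 5′ UTR, 3′ UTR, other exon, intron, downstream (within 300 bp) and intergenic, using the whole interval and bedtools 2.31.1. Peaks on unplaced scaffolds and on the mitochondrial genome were left out of these shares, which removed between 10 and 34 peaks per list. Lists were compared by overlap of 1 bp or more. Motifs were scanned on both strands in 200 bp windows, since the tool used by the study was not used here.

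No repeat annotation was used here, and the reference was not soft-masked, so the planned share of repeat-masked summits was not run. Alpha satellite sequence was taken from the reference itself. Windows of 5000 bp were picked where the sequence matched itself, at an identity of 0.45 or more, when shifted by 169 to 173 bp. On chromosome 7, where shifts from 100 to 250 bp were tried, 171 bp was the most frequent best shift, in 82.6% of 827 periodic windows. Segments of 342 bp, 200 in number, were drawn from the arrays of odd-numbered chromosomes and matched to the peaks with blastn 2.17.0. On the even-numbered chromosomes, which gave no segments, 996 of 1000 array windows and 2 of 1000 other windows were called.

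Shares were compared with Fisher's exact test, two-sided, UT against each treatment, with Benjamini-Hochberg adjustment over 6 comparisons. The shares of STAT3 peaks on p65 peaks were compared in the same way without adjustment. Paired shares were compared with the exact McNemar test, two-sided. Intervals are 95% Wilson intervals and cover counting error only, and for a count of 0 the limit is 3 counts of the total. The threshold was 0.05. Depth was unknown, and the number of peaks sets the precision. To compare the background used in peak calling, the level of a Poisson background between 0.3 and 5 was fitted to the −log10 p values of each column, where whole fragment numbers give a ladder of values, with a tolerance of 0.0015. A fit was kept when it exceeded 10 fits to the same values moved at random by up to 0.05. The upper bound was lowered to 5 after a wider range had given a level above the pooled level in 1 column, the second of STAT3 DAC+Pt.

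The statistics were tested on simulated data. Of 1000 simulated peaks, 400 had a partner and 400 were recovered. Of 1200 Fisher tests without a change, 12 passed the threshold (1.00%), and 1161 of 1200 passed it with a change from 20% to 30%. The background level was recovered from 1000 values to within 0.00667%. Shorter columns were not simulated. The STAT3 DAC and DAC+Pt lists held only 92 and 57 peaks on the assembled chromosomes, so the precision of their levels is unknown. Analyses used Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and pysam 0.24.0.

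Alternatives fixed before the data were examined were a stricter IDR (0.01 for STAT3 and 0.001 for p65), equal list sizes (the 77 STAT3 or 719 p65 peaks with the highest pooled −log10 p), peaks whose weaker replicate value reached the list median, other overlap rules, promoters within 1 kb, summits in place of intervals, transcripts of protein-coding genes, other motif definitions, windows and controls, and microRNA genes within 5 kb. The genes named were fixed in the same way: loci the study discusses, textbook targets of each factor, and the gene nearest to the 3 peaks on assembled chromosomes with the highest pooled −log10 p of each list. A gene was counted as bound when a peak lay within 10 kb of it.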

Results

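Binding of the transcription factors STAT3 and p65 to the genome was measured by CUT&RUN in OVCAR3 cells, an established high-grade serous ovarian cancer cell line. In CUT&RUN, an antibody guides a nuclease to the bound protein, and the DNA fragments that the nuclease releases are sequenced. STAT3 is a DNA-binding factor activated by cytokine signalling, and p65 is a subunit of NF-κB. Cells were untreated (UT), treated with 15 µM cisplatin for 16 h (Pt), treated with 100 nM decitabine for 72 h (DAC), or treated with both (DAC+Pt). Decitabine is an inhibitor of DNA methyltransferases. The series had 20 samples in 10 groups of 2 replicates: 4 treatments for each of the 2 factors, and an IgG control for each factor. The data were 8 peak lists, each made by the authors from both replicates of a group, so no spread between replicates could be given for any value taken from a list. The depth of the libraries was unknown, because the lists hold no read counts. The tests below take a peak as the unit and therefore compare lists, not replicate cultures. In the p65 lists the background levels recovered from the 2 replicate columns differed by at most 0.04%, against 2.84% or more in the STAT3 lists, so a check between separate cultures could not be assumed for p65.

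The first comparison asked how treatment changed the number of binding sites. The STAT3 lists held 610 peaks in UT, 354 in Pt, 124 in DAC and 77 in DAC+Pt. The number in UT was 1.72 times that in Pt, 4.92 times that in DAC and 7.92 times that in DAC+Pt. The p65 lists went the other way, with 719 peaks in UT, 2571 in Pt, 7589 in DAC and 11922 in DAC+Pt. These were 3.58, 10.6 and 16.6 times the UT number. No test was made on these numbers, since each group gave a single list. The alternative that moved the numbers most kept only peaks whose weaker replicate value reached the median of the list, which left 305 STAT3 peaks in UT and 5982 p65 peaks in DAC+Pt.

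**Figure D1:**
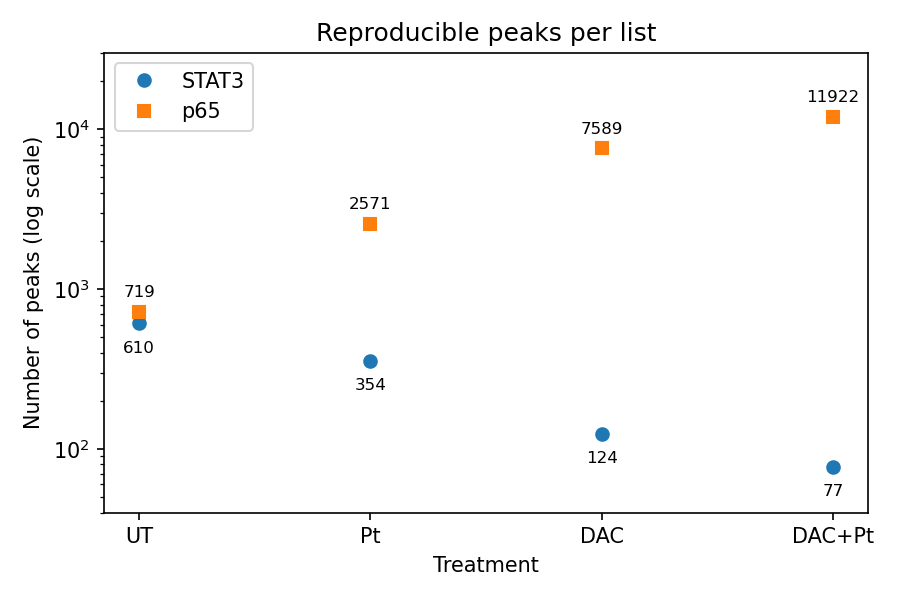
Number of reproducible peaks (log scale) in the 8 lists, by treatment, with circles for STAT3 and squares for p65. STAT3 falls from 610 peaks in UT to 77 in DAC+Pt, and p65 rises from 719 to 11922.

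The second comparison asked whether the sites bound in untreated cells were still bound after treatment. Of the 610 STAT3 peaks in UT, 168 overlapped a Pt peak by 1 bp or more (27.5%, 95% Wilson interval 24.1% to 31.2%). In DAC 75 did (12.3%, 9.92% to 15.1%), and in DAC+Pt 36 did (5.90%, 4.29% to 8.06%). The DAC and DAC+Pt lists held 124 and 77 peaks, fewer than the 168 UT peaks found in Pt, so the length of the lists limits these shares, and a p is given only with equal list sizes. There the DAC share was below the Pt share by a difference of -10.4 percentage points, which did not pass the threshold (exact McNemar test, two-sided, p = 0.152), and the DAC+Pt share by a difference of -35.1 (exact McNemar test, two-sided, p = 1.49e-08). Of the 719 p65 peaks in UT, 596 were found in Pt (82.9%, 80.0% to 85.5%), 648 in DAC (90.1%, 87.7% to 92.1%) and 645 in DAC+Pt (89.7%, 87.3% to 91.7%). For p65 the longer lists were those of DAC and DAC+Pt, so no p is given for these shares either, and the direction depended on what counted as shared. At a reciprocal overlap of 50% the DAC share was below the Pt share, with a difference of -15.2 percentage points, and with equal list sizes the DAC+Pt share was below it, with a difference of -3.89 percentage points (exact McNemar test, two-sided, p = 0.0222), while the DAC difference of 3.34 did not pass the threshold (exact McNemar test, two-sided, p = 0.0722).

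The third comparison concerned the position of the peaks relative to genes. A peak was counted as promoter when it lay within 3 kb of an annotated transcription start site. Shares were taken over peaks on the assembled chromosomes. Among STAT3 peaks, 75.3% were at promoters in UT (447 of 594, 95% Wilson interval 71.6% to 78.6%), 54.8% in Pt (182 of 332), 65.2% in DAC (60 of 92) and 47.4% in DAC+Pt (27 of 57). The STAT3 promoter share was lower than in UT after Pt (Fisher's exact test, two-sided, p adjusted over 6 comparisons 2.00e-09) and after DAC+Pt (adjusted p = 6.04e-05). After DAC the difference did not pass the threshold (Fisher's exact test, two-sided, adjusted p = 0.0659). With equal list sizes neither fall passed it, with differences of -5.25 percentage points after Pt and -22.5 after DAC+Pt. Among p65 peaks, 59.4% were at promoters in UT (407 of 685), 49.5% in Pt (1261 of 2550), 55.0% in DAC (4165 of 7575) and 58.2% in DAC+Pt (6930 of 11912). The p65 share was lower after Pt (Fisher's exact test, adjusted p = 1.18e-05) and after DAC (adjusted p = 0.0409), and not different in DAC+Pt (adjusted p = 0.550). Neither p65 difference passed the threshold with equal list sizes.

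Intron peaks made up 10.9% of the STAT3 list in UT, 19.6% in Pt, 9.78% in DAC and 15.8% in DAC+Pt. The share passed the threshold only in Pt (Fisher's exact test, adjusted p = 0.00111), and not with equal list sizes (a difference of 0.148 percentage points). For p65, the intron share was 17.1% in UT, 25.4% in Pt, 22.2% in DAC and 21.1% in DAC+Pt, and it was higher than in UT in all 3 treated lists (Fisher's exact test, adjusted p = 2.29e-05, 0.00332 and 0.0178). With equal list sizes none of the 3 passed the threshold, and the change after DAC reversed to -0.344 percentage points. Intergenic peaks made up 11.8% of STAT3 peaks in UT, 22.6% in Pt, 23.9% in DAC and 35.1% in DAC+Pt, each higher than in UT (Fisher's exact test, adjusted p = 6.15e-05, 0.00566 and 6.15e-05). None of these passed the threshold with equal list sizes. For p65 the intergenic share was 20.1% in UT, 20.8% in Pt, 18.5% in DAC and 16.8% in DAC+Pt, and passed the threshold only in DAC+Pt (Fisher's exact test, adjusted p = 0.0363), and not with equal list sizes (a difference of -2.15 percentage points).

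**Figure D2:**
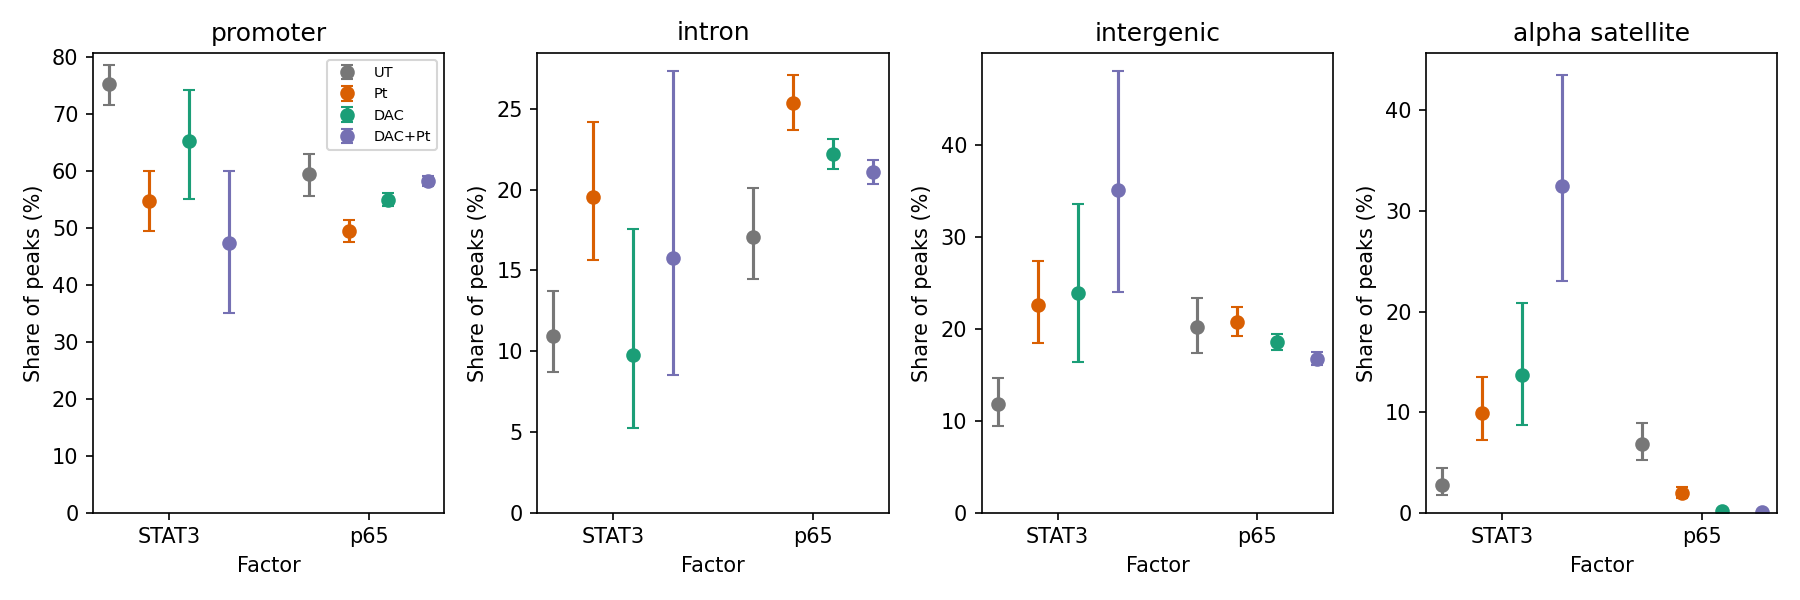
Share of peaks (%) at promoters, in introns, between genes and in alpha satellite sequence, by factor, with a colour for each treatment and bars for 95% Wilson intervals. The STAT3 promoter share falls from 75.3% in UT to 47.4% in DAC+Pt, and the alpha satellite share rises in STAT3 and falls in p65.

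The fourth comparison used the sequence at the summits to ask whether the peaks carried the motif of the factor. The STAT motif TTCCNGGAA was present in the 200 bp around the summit of 4.92% of STAT3 peaks in UT, against 0 of 610 windows centred 1000 bp before the summit (exact McNemar test, two-sided, p = 1.86e-09). The share was 3.39% against 0.565% in Pt (exact p = 0.0129) and 10.5% against 0.806% in DAC (exact p = 0.00183). In DAC+Pt, 4 of 77 peaks had the motif and 0 control windows did, which did not pass the threshold (exact p = 0.125). With 4 discordant pairs the test could not pass it. The κB motif GGGRNNYYCC was present at 20.3% of p65 summits in UT against 6.26% of control windows (exact McNemar test, p = 4.84e-16). The shares were 17.6% against 5.45% in Pt, 16.6% against 5.96% in DAC and 14.0% against 4.90% in DAC+Pt, with a highest exact p of 2.15e-45. Against shuffled sequence of the same summit windows, the excess was smaller: 8.07 percentage points in UT, 8.05 in Pt, 4.97 in DAC and 3.24 in DAC+Pt (exact McNemar test, highest p = 3.11e-05). Relative to UT, the κB share was lower in DAC (Fisher's exact test, adjusted p = 0.0369) and in DAC+Pt (adjusted p = 3.92e-05). With a window of 100 bp neither difference passed the threshold, and with equal list sizes the DAC difference did not. At 100 bp the κB share itself was 4.59% in UT, 4.59% in Pt, 4.86% in DAC and 4.00% in DAC+Pt. The STAT share there was 1.64% in UT, 0.282% in Pt, 1.61% in DAC and 0% in DAC+Pt. The 100 bp window lies inside the 200 bp window. In each list, most summits with a motif in 200 bp therefore had none wholly within the central 100 bp. The excess over control windows was not computed at 100 bp, so whether the motif is enriched there stays open. The STAT share was higher in DAC than in UT (Fisher's exact test, adjusted p = 0.0430), a difference that changed to -0.0264 percentage points with a window of 100 bp and did not pass the threshold with equal list sizes.

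**Figure D3:**
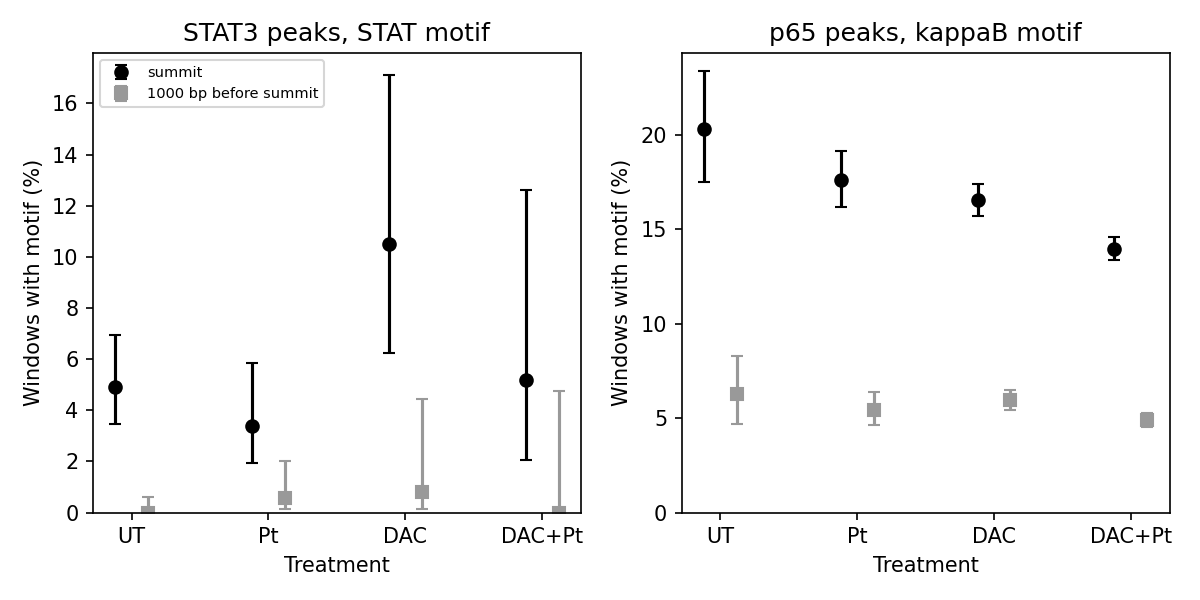
Share of 200 bp windows (%) with the STAT motif in STAT3 lists and with the κB motif in p65 lists, at the summit (black circles) and 1000 bp before it (grey squares), by treatment, with 95% Wilson intervals. At p65 summits the share falls from 20.3% in UT to 14.0% in DAC+Pt, above the control windows in each list.

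The fifth comparison concerned alpha satellite, the tandem repeat of human centromeres. A peak was counted when at least 50% of it matched alpha satellite sequence of the reference. In the STAT3 lists, 17 of 610 peaks were alpha satellite in UT (2.79%), 35 of 354 in Pt (9.89%), 17 of 124 in DAC (13.7%) and 25 of 77 in DAC+Pt (32.5%, 95% Wilson interval 23.1% to 43.5%). Each treated share was higher than in UT (Fisher's exact test, adjusted p = 5.08e-06, 5.08e-06 and 4.41e-15). In the p65 lists the share fell, from 49 of 719 peaks in UT (6.82%) to 50 of 2571 in Pt (1.94%), 9 of 7589 in DAC (0.119%) and 4 of 11922 in DAC+Pt (0.0336%), each lower than in UT (Fisher's exact test, adjusted p = 1.74e-09, 2.75e-43 and 2.87e-56). With equal list sizes only the STAT3 difference in Pt no longer passed the threshold. Reads from repeats map to more than one place, so the position of such a peak is uncertain.

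The sixth comparison asked whether both factors were bound at the same place. In UT, 53 of 610 STAT3 peaks overlapped a p65 peak (8.69%, 95% Wilson interval 6.70% to 11.2%). The share was 21.5% in Pt, 35.5% in DAC and 36.4% in DAC+Pt, each higher than in UT (Fisher's exact test, two-sided, p = 4.33e-08, 7.14e-13 and 1.13e-09). The rise was absent when the p65 lists were shortened. With equal list sizes for both factors the share was lower than in UT, by a difference of -6.49 percentage points in Pt (Fisher's exact test, two-sided, p = 0.397), -13.0 in DAC (p = 0.0364) and -16.9 in DAC+Pt (p = 0.00245). This setting also keeps the strongest STAT3 peaks only, and the UT share in it was 20.8%. With only the p65 lists cut to 719 peaks, the share was 8.69% in UT, 8.76% in Pt, 6.45% in DAC and 3.90% in DAC+Pt, and no difference from UT passed the threshold (Fisher's exact test, lowest p = 0.186).

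Outside promoters, few peaks lay within 10 kb of an annotated microRNA gene. There were 2 such peaks in the STAT3 UT list, 2 in Pt and 0 in DAC and DAC+Pt, where a count of 0 allows a share of up to 2.42% and 3.90%. The p65 lists had 2 in UT, 13 in Pt, 40 in DAC and 65 in DAC+Pt, which was 0.278%, 0.506%, 0.527% and 0.545% of peaks. The 95% Wilson interval in UT (0.0763% to 1.01%) covered the other 3 shares. The STAT3 peaks near MIR21 in UT and Pt counted as promoter here, so the numbers above leave them out. The paper describes a STAT3 peak in a VMP1 intron upstream of miR-21, present in UT and Pt and absent after DAC.

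At loci the study discussed, a STAT3 peak lay in the VMP1 gene in all 4 lists. The strongest spanned positions 59785175 to 59787635 of chromosome 17 (hg38) in UT, in an intron. A STAT3 peak near MIR21, at positions 59837307 to 59837992, was listed in UT and Pt and not in DAC or DAC+Pt. A p65 peak lay within 10 kb of MIR21 in all 4 lists. At TNF and LTA, neighbours on chromosome 6, a p65 peak was listed in Pt, DAC and DAC+Pt and not in UT. Within 10 kb of IFITM2 a p65 peak was listed in Pt alone, with a pooled −log10 p of 4.89. None was listed for IFITM1, IFITM3 or PLAAT4 in any list. The paper reports p65 at long terminal repeats near the IFITM genes and PLAAT4 in DAC-treated cells. Repeats were not annotated here and peaks beyond 10 kb were not counted, so that report was not tested. Among 7 textbook STAT3 targets, 4 had a STAT3 peak within 10 kb in UT, 2 in Pt, 2 in DAC and 0 in DAC+Pt. Among 10 textbook p65 targets, 5 had a p65 peak in UT, 7 in Pt, 9 in DAC and 10 in DAC+Pt. These numbers depend in part on the length of a list. The text compares no fold enrichment between lists. On the assembled chromosomes, the STAT3 peak with the highest pooled −log10 p in each list was at MUC1, and spanned positions 155191969 to 155195829 of chromosome 1 in UT. The strongest p65 peak on these chromosomes was nearest to GRIN1 in UT, Pt and DAC, at positions 137149108 to 137152272 of chromosome 9 in UT. In DAC+Pt it was nearest to NFKB2, at positions 102392479 to 102396576 of chromosome 10. A mitochondrial peak had a higher pooled −log10 p than these in the 4 STAT3 lists and in p65 UT.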

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

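The test of dilution of alpha satellite peaks, the way it is read for Pt, the differences between effects with equal list sizes, the overlap with p65 UT peaks for both sets, and the counts of sites were chosen only after the result was seen, and the tests of differences between effects were not fixed in advance. Differences between effects were tested on log2 odds ratios with a Woolf test, 25 in all, and 11 passed the threshold after adjustment. They compare lists, not cultures.

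The alpha satellite share moved in opposite directions in the 2 factors. The log2 odds ratio against UT was 3.80 higher in STAT3 than in p65 after Pt, 8.35 higher after DAC and 11.7 higher after DAC+Pt. A fixed set of satellite peaks among many more peaks does not explain the fall in p65 after DAC and DAC+Pt, since the number itself fell from 49 in UT to 9 in DAC and 4 in DAC+Pt. After Pt the number was 50, and dilution of a fixed set cannot be told apart from a change of sites: 10 of the 49 UT satellite peaks were found again (20.4%), but reads from repeats can be placed at another copy. With a stricter IDR the number fell after Pt as well, from 33 to 11 (exact binomial test, two-sided, p = 0.00126), which argues against a fixed set among the most reproducible peaks. The IDR ranks peaks within a list, so displacement by stronger peaks stays open for each treatment and was not tested. In STAT3 the number stayed between 17 and 35 while the lists shortened. One candidate explanation is background shared by both antibodies: over the 4 STAT3 lists, 34.0% of the alpha satellite peaks overlapped an alpha satellite p65 peak of any treatment, against 8.50% of the other peaks on a p65 UT peak. These shares use different p65 lists and count a site again in each list that holds it, so no p is given. With p65 UT peaks for both and each site counted once, 13 of 64 satellite sites overlapped (20.3%), against 7.20% of the other 805 sites (Fisher's exact test, two-sided, p = 0.00111). Repeated sequence attracts reads from many copies, which would also make such peaks coincide, so this does not show what the signal is. A change of binding at centromeres with treatment stays open and was not tested.

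The effects on peak position also differed between the factors. The promoter share fell further in STAT3 than in p65, with a difference in log2 odds ratio of -0.742 after Pt and -1.68 after DAC+Pt. The intergenic share rose more in STAT3, by a difference of 1.07 after Pt, 1.40 after DAC and 2.35 after DAC+Pt. The motif share differed by 1.57 after DAC, but the STAT share itself reversed with a window of 100 bp. For p65, the effect of Pt without DAC differed from its effect with DAC, by -0.768 for the promoter share and 0.814 for the intron share. List length differs along the same comparisons. With equal list sizes, the promoter share after Pt changed by -5.25 points in STAT3 and -6.38 in p65, and the intergenic share changed by 1.85 and 1.49 points. There the differences between effects for these shares after Pt, for the intergenic and motif shares after DAC, and for the p65 intron share no longer passed the threshold. Those that still passed it were the promoter share after DAC+Pt (-1.42), the intergenic share after DAC+Pt (1.77), the p65 promoter share (-0.581) and the 3 for alpha satellite. List length or peak strength may therefore account for the former, and for the latter a change in where the factors bind stays open.

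Peaks outside the assembled chromosomes, which entered no feature share, were present in each list: 16 in STAT3 UT, 22 in STAT3 Pt, 32 in STAT3 DAC, 20 in STAT3 DAC+Pt, 34 in p65 UT, 21 in p65 Pt, 14 in p65 DAC and 10 in p65 DAC+Pt. In the STAT3 lists, 43.3% of them overlapped a p65 UT peak, against 7.72% of the STAT3 peaks on assembled chromosomes, where a site counts again in each list that holds it. With each site counted once, 16 of 52 overlapped (30.8%), against 6.73% of 817 (Fisher's exact test, two-sided, p = 7.64e-07), which is consistent with background that both antibodies share. No biological explanation was tested.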

How the results depend on the processing

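Alternatives were fixed before the data were examined, and 306 values were recomputed under them. Of these, 218 kept their direction and their side of the threshold or stayed within their counting error, 41 no longer passed the threshold, 3 newly passed it, 19 reversed and 25 moved. Changes below are in percentage points relative to UT unless another reference is named. The cause of a changed value was not tested, except that the settings which keep fewer peaks also lower the power of each test. The share of repeat-masked summits, and the shares without soft-masked summits, were not run, since the reference was not soft-masked. No paired analysis was possible because the lists merge both replicates, and leaving out a replicate was not possible for the same reason. All of the settings were chosen before the results were seen.

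The numbers of peaks kept their order within each factor under the settings run. With a stricter IDR the lists held 311 peaks in STAT3 UT, 192 in STAT3 Pt, 48 in STAT3 DAC+Pt, 431 in p65 UT, 1457 in p65 Pt, 4832 in p65 DAC and 7019 in p65 DAC+Pt. Keeping peaks whose weaker replicate value reached the list median left, by construction, about 1 peak of every 2: 305 in STAT3 UT, 177 in STAT3 Pt, 63 in STAT3 DAC, 39 in STAT3 DAC+Pt, 360 in p65 UT, 1297 in p65 Pt, 3802 in p65 DAC and 5982 in p65 DAC+Pt.

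Equal list sizes changed the most results. The share of UT peaks found, minus that in Pt, was -10.4 points in STAT3 DAC and 3.34 in p65 DAC, neither past the threshold, and reversed to -3.89 in p65 DAC+Pt. The promoter share differed from UT by -5.25 points in STAT3 Pt, -22.5 in STAT3 DAC+Pt, -6.38 in p65 Pt and -2.23 in p65 DAC, none past the threshold, and reversed to 1.25 in p65 DAC+Pt. The intron share differed by 0.148 points in STAT3 Pt, 3.99 in p65 Pt and 0.632 in p65 DAC+Pt, none past the threshold, and reversed to -0.344 in p65 DAC. The intergenic share differed by 1.85 points in STAT3 Pt, 4.93 in STAT3 DAC, 20.0 in STAT3 DAC+Pt and -2.15 in p65 DAC+Pt, none past the threshold, and reversed to 0.356 in p65 DAC. The motif share at summits exceeded that of control windows by 6.49 points in STAT3 UT and 3.90 in STAT3 Pt, neither past the threshold, which the test could not pass with the 5 and 3 peaks that had the motif. Between treatments the motif share differed by 5.19 points in STAT3 DAC and -3.62 in p65 DAC, neither past the threshold, and reversed to -1.30 in STAT3 DAC+Pt. The alpha satellite share differed by 3.90 points in STAT3 Pt, not past the threshold. The share of STAT3 peaks on p65 peaks reversed to -6.49 points in Pt, -13.0 in DAC and -16.9 in DAC+Pt. The share near microRNA genes was 0% in STAT3 UT and STAT3 Pt and 0.695% in p65 DAC+Pt.

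With a stricter IDR, the intron share difference reversed to 0.0429 points in STAT3 DAC. Values that no longer passed the threshold were the intron share in p65 DAC+Pt (3.88 points), the intergenic share in STAT3 Pt (5.48), STAT3 DAC (10.6) and p65 DAC+Pt (-3.79), the motif share in STAT3 DAC (7.63) and p65 DAC (-3.59), and the excess of the motif at STAT3 Pt summits (2.60). The share near microRNA genes was 0% in STAT3 UT. With peaks whose weaker replicate value reached the list median, the intron share difference reversed to 1.99 points in STAT3 DAC. Values that no longer passed were the promoter share in STAT3 DAC+Pt (-21.4), the intergenic share in STAT3 Pt (5.75), STAT3 DAC (4.80), STAT3 DAC+Pt (15.1) and p65 DAC+Pt (-2.42), the motif share in STAT3 DAC (5.54) and p65 DAC (-3.77), and the excess of the motif at summits of STAT3 Pt (1.69) and STAT3 DAC (9.52).

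The rule for a shared peak changed the p65 comparison. At a reciprocal overlap of 50%, the share of p65 UT peaks found, minus that in Pt, reversed to -15.2 points in DAC and -22.3 in DAC+Pt, and with summits within 200 bp it reversed to -0.278 in DAC+Pt. With peaks outside promoters, the share of STAT3 peaks on p65 peaks in DAC+Pt differed from UT by 8.80 points, not past the threshold.

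The definition of a feature mattered at p65 DAC+Pt. With promoters within 1 kb the promoter share reversed there to 0.437 points and the intron share (3.27) no longer passed the threshold, while the promoter share in STAT3 DAC (-13.5) newly passed it. With summits in place of intervals the promoter share in STAT3 DAC (-10.9) newly passed it. With protein-coding transcripts the promoter share reversed to 0.770 points in p65 DAC+Pt, and the promoter share in p65 DAC (-3.40), the intron share in p65 DAC+Pt (2.17) and the intergenic share in p65 DAC+Pt (-3.15) no longer passed. With the other motif definitions the motif share reversed to 2.43 points in STAT3 Pt, no longer passed in STAT3 DAC (6.13) and newly passed in STAT3 DAC+Pt (9.48). With a window of 100 bp it reversed to -0.0264 in STAT3 DAC, -1.64 in STAT3 DAC+Pt and 0.273 in p65 DAC, and no longer passed in p65 DAC+Pt (-0.589). Within 5 kb of microRNA genes the share was 0% in STAT3 UT, STAT3 Pt and p65 UT, 0.194% in p65 Pt, 0.158% in p65 DAC and 0.168% in p65 DAC+Pt.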

Other observations

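The tests of depth, of list length, of the strongest STAT3 peaks, of equal depth and of a shared control were chosen only after the result was seen, and so was the reading of the shortfall and of the scatter test described below.

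The background level that peak calling used was recovered from the ladder of −log10 p values. If fragment lengths were alike, it argues against the depth used in calling as the cause of the changes in peak number after DAC. For p65 the pooled level in DAC was 0.847 times that in UT, although the DAC list was longer. For STAT3 the level in DAC was 1.04 times that in UT, although the DAC list was shorter. The STAT3 DAC level rests on at most 92 values, and recovery from so few was not simulated. MACS scales the larger of the treatment and control libraries to the smaller, so the level reflects the depth used in calling. The depth of the library was not tested. The level also depends on fragment lengths, which were not analysed here, so a difference in depth that they mask stays open.

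The 2 replicate columns of each p65 list had background levels within 0.04% of each other, while the STAT3 columns differed by 2.84% to 27.2%. Equal depth of separate cultures was tested against the pooled level, which should then be the sum of the columns. It fell short of the sum by 4.76% or more in the p65 lists, against 0.841% or less in the STAT3 lists. A random split of a single pooled read set would also add up to the pooled level, unless identical fragments were removed after the split, and a control smaller than the pooled library would lower the pooled level in either case. The shortfall therefore does not separate the cases, and equal depth cannot be told apart from a random split. The scatter of recovered fragment numbers between the columns was at most 0.424 in p65, where binomial noise gives 1 or less. By the rule stated before the test, which asked for 1 or less and for less than in STAT3, this favours a random split. The reading was changed after the values were seen, because 2 STAT3 lists whose columns have different background levels were also below 1. They were DAC (0.532) and Pt (0.605). The STAT3 UT and DAC+Pt lists went the other way, with 2.28 and 2.26. The UT value rests on 70 peaks, with a standard error of 0.385. The DAC+Pt value rests on only 6 peaks, with a standard error of 1.01, so it is uncertain. The STAT3 DAC and Pt values rest on 12 and 37 peaks. A value below 1 therefore does not separate the cases. Scaling of both columns to a shared IgG control also cannot be told apart. The pooled level was at least 1.71 times the mean of the columns, which a pooled control would also give. Against it, the first column was at 0.924 in UT, 0.740 in Pt, 0.726 in DAC and 0.821 in DAC+Pt, where 1 control for all p65 lists gives a single level unless fragment lengths differ as much, and fragment lengths were not analysed here. The rank correlation of the columns across peaks was 0.599 to 0.730 in p65 and 0.317 to 0.413 in STAT3.

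The p65 peaks gained after treatment could be the same sites seen with more power. Without noise in the ranks, nearly all of the strongest peaks would then be UT peaks. Of the 719 strongest peaks, 50.8% were UT peaks in DAC+Pt, 58.6% in DAC and 57.3% in Pt. The ranks are noisy, since the replicate columns had a rank correlation of 0.599 to 0.730 in p65. The share that more power would leave with such noise was not computed, so the test does not decide. UT peaks ranked high within the DAC+Pt list (area under the ROC curve 0.932), and more power remains open as a cause. Methylation of the κB site itself is a candidate explanation for the gain in DAC+Pt, but methylation was not measured. The explanation predicts a CpG in the κB match more often at gained peaks than at retained ones. A CpG was present in the κB match of 4.48% of gained peaks with a match and 6.86% of retained ones, a difference of -2.39 points in the direction opposite to the prediction (Fisher's exact test, two-sided, p = 0.323). The share was also lower at gained peaks in DAC (38 of 1133 gained and 8 of 123 retained, Fisher's exact test, p = 0.122) and in Pt (5 of 326 and 8 of 127, p = 0.0108, not adjusted), the 1 of these lists without decitabine. Most gained peaks with a match had no CpG in it, which argues against methylation of the match itself for those peaks. Whether the matches with a CpG were methylated is unknown. Methylation near the site was not tested.

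The STAT3 UT peaks still listed in DAC+Pt were the stronger ones, with an area under the ROC curve of 0.884. Without noise in the ranks, a uniform loss of signal predicts that the 36 peaks that remain are nearly all among the 36 strongest UT peaks. Of these 36, 18 remained (50%, 95% Wilson interval 34.5% to 65.5%). The ranks are noisy, since the 2 replicate columns of STAT3 UT had a rank correlation of 0.317. The share that a uniform loss would leave with such noise was not computed, so the test does not decide. A uniform loss remains open, and so does a loss of STAT3 at some sites more than at others, which was not tested.

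The rise in STAT3 peaks on p65 peaks may follow from longer p65 lists, since with only the p65 lists cut to equal size the largest rise from UT was 0.0685 points (Fisher's exact test, p = 1.00). The cut also removes weaker p65 sites that treatment added, so length and a true gain of p65 sites stay open. The fall in shared p65 UT peaks at a reciprocal overlap of 50% may follow from wider peaks, since the median width was 984 bp in UT and 988 bp in Pt, and 1091 bp in DAC and 1322 bp in DAC+Pt.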
